A study of Mus musculus with 40 samples. Its data were reported in "Mechanisms underlying divergent responses of genetically distinct macrophages to IL-4" (2021).

How the data were processed

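ATAC-seq, which marks open chromatin by the sites where a transposase can insert sequencing adapters, was measured in bone marrow-derived macrophages (BMDMs), macrophages grown from mouse bone marrow with a growth factor. Cells came from the inbred strains C57, BALB, NOD and PWK, from SPRET, a strain of another mouse species, and from 2 genotypes of an Egr2 deletion, Egr2flfl (floxed, without the deleting enzyme) and LyzMCreEgr2flfl (floxed with a Cre recombinase expressed in myeloid cells). Interleukin-4 (IL-4), a cytokine that activates macrophages, was given at 20 ng/mL.

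For each group, the authors aligned reads with bowtie2 to genomes carrying the variants of each strain, moved the positions to the reference build GRCm38 (mm10), called unfiltered peaks with HOMER and kept peaks found reproducibly among replicates by the irreproducible discovery rate (IDR). The deposited lists hold 2 values per peak, both taken here as scores. The first is the authors' IDR score, which ran from 540 to 1000 in every list, where 540 corresponds to an IDR of 0.05. The second is a whole-number count per peak whose scaling is not given in the sources used here, so it served only to rank peaks within a list. One list was available per group, described as made from all replicates of that group (2 in 14 groups and 3 in 4 groups). How IDR combined 3 replicates in the Egr2 genotypes is not given in the sources used here. No list has a replicate error of its own, read depth is unknown, and no count interval could be given. The 4 lists of the Egr2 genotypes contained peaks on unplaced contigs and none on the mitochondrial genome, whereas the other 14 contained the reverse, so their processing differed in at least the sequence set used.

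Peaks of all 18 lists were merged where they overlapped by at least 1 bp, which gave 117899 regions, and a list had a region if any of its peaks fell in it. A region present at 24 h only was called gained, present in the basal list only lost, and present in both retained. The Jaccard index is the number of regions in both lists divided by the number in either. The unit of inference was the list or strain. Tests across strains were exact flips or permutations: a sign-flip test over 5 strains has a smallest two-sided p of 0.0625 and the flip test of condition within strains a smallest one-sided p of 0.0625, so neither can go below 0.05. Fisher's exact tests on regions describe those lists only, because regions are not replicates and their p-values carry no error between mice. Odds ratios are given on the log2 scale with a standard error (SE) that covers counting of regions alone. Adjusted p-values are by Benjamini-Hochberg within each family.

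Consensus sequences were searched on both strands in 200 bp around the region centre in GRCm38, and transcription starts came from the basic set of the GENCODE annotation of that build. All peak ends fitted within the chromosome lengths. Mitochondrial and contig regions were left out of sequence and location analyses. The sequences were STAT6 TTCNNNNGAA, EGR GCGKGGGCG, PU.1 GAGGAAGT, AP-1 TGASTCA, C/EBP TTGCNNAA, PPAR AGGNCANAGGNCA and CTCF CCANNAGRKGGC, the last as a control. A looser EGR sequence, CGTGGGYG, was added afterwards, once the planned one was found to have few matches, and results of both versions are given.

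The tests, the genes and the rules for naming regions were fixed before the data were examined. Named regions were those inside or within 20 kb of Egr2, Arg1, Slc7a2, Msx3, Btbd11, Mmp12, Treml2, Ripk2 and Cd36, the 5 best-ranked regions absent from every basal list and present in every 24 h list of the 5 strains, the 5 with the opposite pattern, and the 5 best-ranked regions in the C57 and Egr2flfl 24 h lists and in neither of their basal lists nor any LyzMCreEgr2flfl list. One further gene of the rule is not reported here. Rank was the mean within-list percentile of the count score. Alternatives were an IDR at or below 0.01, lists shortened to equal lengths, a shared peak defined by overlap of at least 0.5 of a peak without merging or by centres within 500 bp, autosomes only, each strain left out in turn, and others specific to a result. The functions were tested on simulated data: with directions redrawn at an odds ratio of 4 in the 5011 regions changing in BALB and PWK, the recovered mean log2 odds ratio was 2.01 against a true 2, and with none, 5% of 100 runs had p under 0.05. Each region's direction was drawn independently of the others. The runs therefore check the calculation, and not error shared by the regions of a list. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.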

Results

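Open chromatin was mapped by ATAC-seq in BMDMs from 5 mouse strains under basal conditions and after 24 h of IL-4, in C57 and SPRET cells also after 1 and 6 h, and in Egr2flfl and LyzMCreEgr2flfl cells under basal conditions and after 24 h. The 40 samples formed 18 groups, each represented by 1 reproducible peak list. List length ranged from 15731 peaks in SPRET cells after 1 h to 63939 in basal LyzMCreEgr2flfl cells. Because every list combined its replicates, no value below has a replicate error, and spread is given across strains.

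The first question was whether IL-4 changed the number of open regions. In C57 cells the list fell from 56229 to 46951 peaks after 24 h and in NOD cells from 61075 to 51253. BALB lists rose from 41716 to 47963 peaks and SPRET lists from 41454 to 44789, while PWK lists held 48989 and 48687. The mean log2 change was -0.042 with an SD of 0.21 across strains (n = 5), which did not differ from 0 (exact two-sided sign-flip p = 0.69). Leaving out C57 moved the mean to 0.013 and leaving out NOD to 0.011, so its direction rested on single strains. C57 cells gained 10881 regions and lost 20179, BALB cells gained 12067 and lost 5826, NOD cells gained 7611 and lost 17425, PWK cells gained 10943 and lost 11239, and SPRET cells gained 12877 and lost 9551. Gained regions were weaker than retained ones in each strain. In C57 cells their median within-list percentile of the authors' count score was 19.3, against 59.3 for retained regions.

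**Figure D1:**
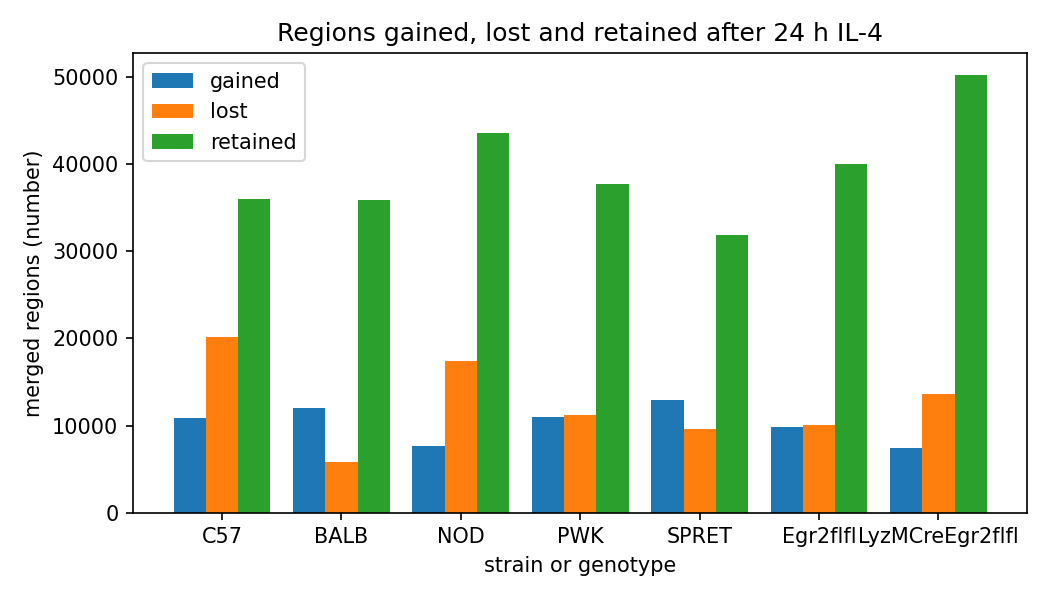
Number of merged regions (y axis) gained, lost or retained after 24 h IL-4 in each strain or Egr2 genotype (x axis), 1 bar per class and no error bar because each group has 1 list. Retained regions outnumbered gained ones in every strain, and losses exceeded gains in C57 (20179 against 10881) while gains exceeded losses in BALB (12067 against 5826).

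To compare the influence of strain and treatment, lists were compared by their shared regions. Basal and 24 h lists of the same strain had a mean Jaccard index of 0.611 (SD 0.050, n = 5), and those of different strains 0.489 (SD 0.069, n = 20 pairs). The difference of 0.122 was the largest of all 120 permutations of the strain labels (exact one-sided p = 0.0083, the smallest possible). Lists of different strains under the same condition exceeded those under different conditions by 0.016, the largest of 16 flips, with p = 0.0625 by the exact one-sided flip test, the smallest that design allows. The alternative that moved the strain difference most was leaving out SPRET, at 0.088. Some single pairs went against the average. BALB and NOD 24 h lists shared more (0.682) than the BALB 24 h list did with its basal list (0.667), and the C57 basal list shared more with the BALB and NOD 24 h lists (0.584 and 0.578) than with the C57 24 h list (0.537). The C57 24 h list itself shared less with every list of another strain (at most 0.489, NOD 24 h). Of the regions present at 24 h in any strain, 29607 were in 1 strain only and 19629 in all 5.

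**Figure D2:**
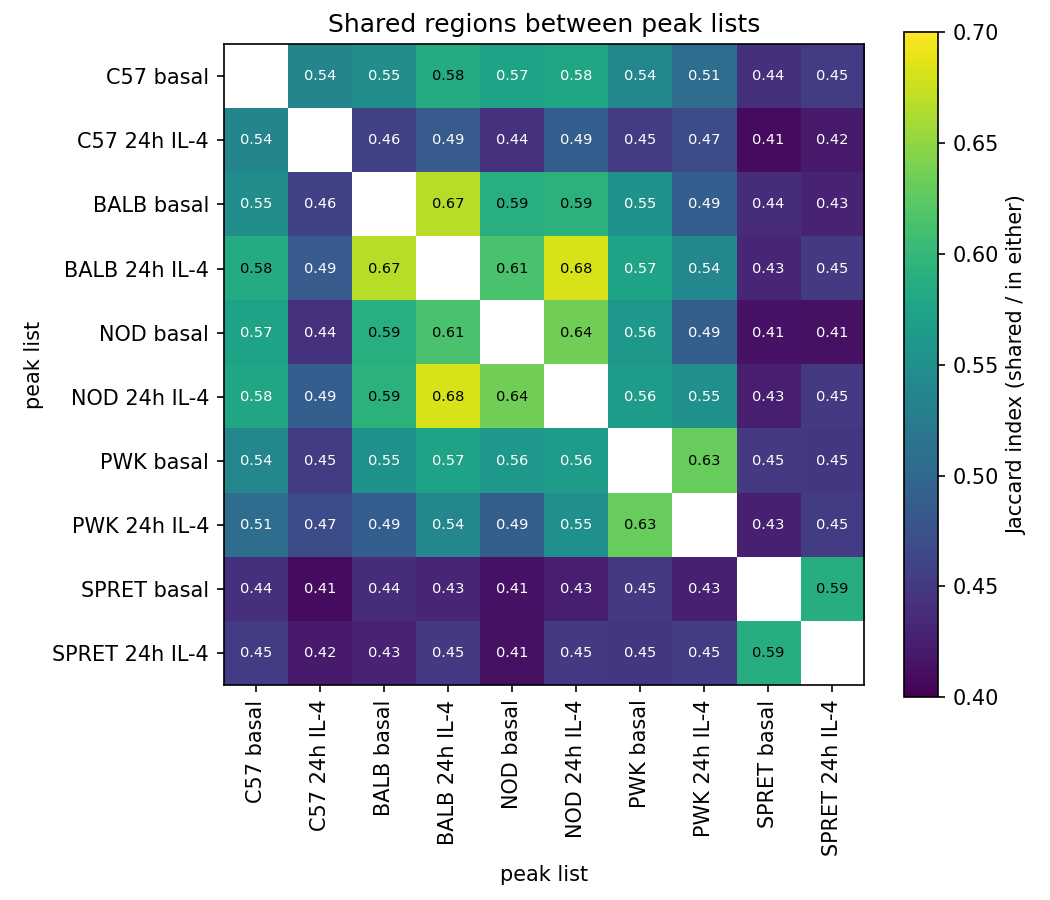
Jaccard index between the basal and 24 h lists of the 5 strains (both axes), from 0.4 (dark) to 0.7 (light), with the value in each cell. Same-strain pairs ran from 0.537 in C57 to 0.667 in BALB, and pairs with SPRET were low.

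The next question was whether regions that changed in more than 1 strain changed in the same direction. In each of the 10 pairs of strains, gains coincided with gains and losses with losses more often than the margins predict. That does not mean that most regions agreed. The share changing in the same direction was 45.1% for C57 and BALB and 49.9% for C57 and SPRET. It ranged from 61.4% to 70.5% in the other pairs. The log2 odds ratio was highest for BALB and NOD at 2.90 (SE 0.10, 6701 regions, Fisher's exact test, adjusted p = 8.3e-256) and lowest for C57 and BALB at 0.31 (SE 0.091, 5682 regions, adjusted p = 0.00062). NOD and PWK gave 2.70. The mean over pairs was 1.66 (exact one-sided flip test, p = 0.0625, the smallest possible). Lists of C57 and SPRET carried a time course label and the others did not. Within the label, C57 and SPRET gave 0.38, and without it BALB, NOD and PWK averaged 2.38. The 6 pairs across labels averaged 1.51, and 5 of them lay above C57 and SPRET. At equal list lengths the mean over all pairs rose to 2.12. Only 54 regions were gained in all 5 strains and 26 lost in all 5, against 32566 gained and 35379 lost in a single strain.

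**Figure D3:**
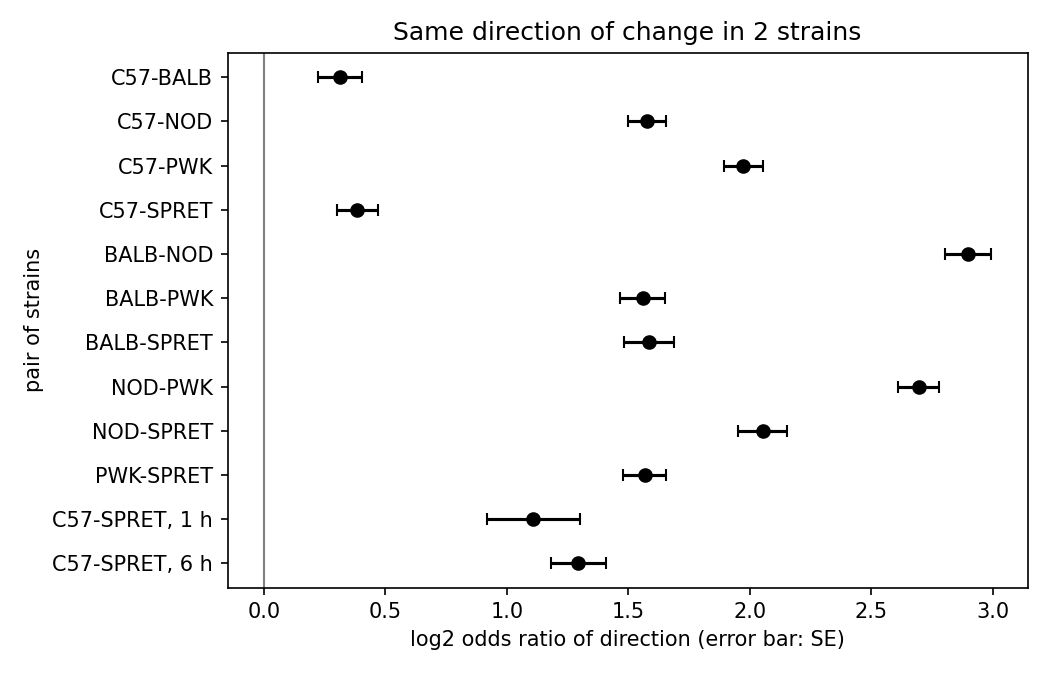
Log2 odds ratio (x axis) that regions changing in 2 strains changed in the same direction, by pair of strains (y axis), after 24 h unless another time is given, with SE bars that cover counting of regions. Every pair lay above 0, from 0.31 in C57 and BALB to 2.90 in BALB and NOD.

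Over time, C57 cells gained 12067 regions at 1 h, 6932 at 6 h and 10881 at 24 h relative to basal, and SPRET cells 1222, 3793 and 12877. Losses in SPRET fell from 26920 at 1 h to 9551 at 24 h, as its list grew from 15731 to 44789 peaks. Directions in C57 and SPRET were related at each time, with log2 odds ratios of 1.11 at 1 h (SE 0.19), 1.29 at 6 h (SE 0.11) and 0.38 at 24 h (SE 0.085). Adjusted p-values by Fisher's exact test over 3 times were 6.0e-09, 2.3e-28 and 5.2e-06. At equal list lengths the 1 h value was 2.27. Regions gained at all 3 times numbered 2149 in C57 and 576 in SPRET, counts that depended on list length.

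Egr2 encodes a transcription factor, and the deletion asks which IL-4 regions need it. Around Egr2 itself (chromosome 10, 67535475 to 67542188, build GRCm38), 12 regions lay inside the gene or within 20 kb. Egr2flfl and LyzMCreEgr2flfl each had 4 of them at basal and 4 after 24 h, and these were not all the same regions. The region at 67535242 to 67535604, which overlaps the outer end of the annotated gene but lies 2446 bp from the nearest transcription start used here, was in the Egr2flfl 24 h list and in neither LyzMCreEgr2flfl list. That 229 bp from a start (67537348 to 67537932) was in the basal and not the 24 h list of both genotypes. The intronic region at 67536633 to 67537076 had the opposite pattern in both genotypes. The region at 67549400 to 67549784 was in the Egr2flfl list at basal and in the LyzMCreEgr2flfl list after 24 h, and that at 67547742 to 67548252 was in the LyzMCreEgr2flfl basal list alone among the 4. For both, the nearest start was that of the neighbouring gene Ado (637 and 958 bp). The region at 67535964 to 67536372, in an intron, was in all 18 lists. With 1 list per group these differences have no error, and they are no check of the deletion. Among regions gained in C57 at 24 h that were open in only 1 genotype at 24 h, 42.4% were open in Egr2flfl only, against 31.6% of retained regions (log2 odds ratio 0.67, SE 0.081, Fisher's exact test, adjusted p = 4.4e-16). The same comparison in basal lists gave 21.2% and 16.02% (log2 odds ratio 0.50, SE 0.12, Fisher's exact test, adjusted p = 2.3e-05), so a difference was present before IL-4. At equal list lengths the basal log2 odds ratio was 1.12 (SE 0.11) and the 24 h one 0.83 (SE 0.082), so with lengths matched the difference was not larger after IL-4. A stricter set held regions in the 24 h lists of at least 3 strains and gained in every strain that had them at 24 h. Of these 1128 regions, 275 were open at 24 h in Egr2flfl only and 102 in LyzMCreEgr2flfl only. Egr2flfl-only regions thus made up 72.9% of those open in only 1 genotype. Against regions retained in at least 3 strains, the 24 h log2 odds ratio of this set was 3.35, and the basal one was 0.59 (Fisher's exact test, adjusted p = 0.074).

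The sequences in gained regions were compared with those in lost regions. STAT6 matches were more frequent in gained regions in BALB, NOD, PWK and SPRET, with log2 odds ratios from 0.88 to 1.16, and not in C57 (-0.12, SE 0.078, Fisher's exact test, adjusted p = 0.16). The mean over strains was 0.78 (SD 0.51, n = 5, exact sign-flip p = 0.125). AP-1 averaged 0.72 (SD 0.54, p = 0.125 by the same exact test) with C57 again on the other side at -0.15. PU.1 averaged -0.55 and was lower in gained regions in all strains but BALB. EGR by the planned sequence averaged 0.079 (SD 1.21, n = 5, exact sign-flip p = 0.875), with 1.93 in C57 and -1.10 in SPRET. The looser EGR sequence, chosen afterwards, averaged 1.00 (exact sign-flip p = 0.125), from 0.82 to 1.72 in 4 strains but -0.23 in SPRET (Fisher's exact test, adjusted p = 0.19). C/EBP averaged -0.20, PPAR 0.44 and the control CTCF -0.66, and the PPAR values were above 0 in all 5 strains (exact sign-flip p = 0.0625). The CTCF control was itself depleted in gained regions in 4 strains, which limits what any single sequence shows. Within deciles of GC content the C57 values for STAT6 and AP-1 became 0.68 and 0.77, and that for EGR by the planned sequence -0.52.

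**Figure D4:**
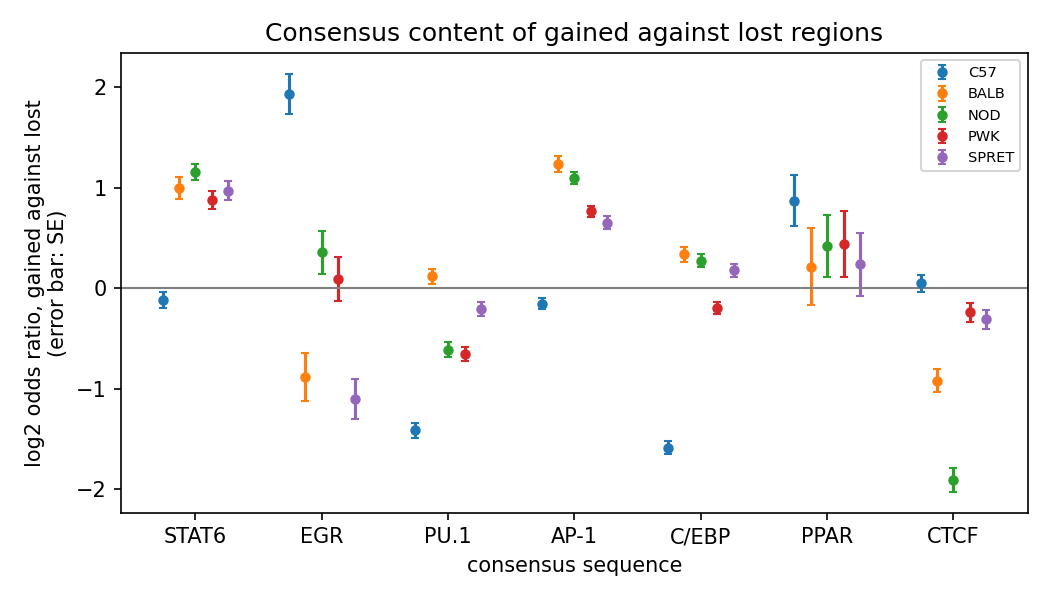
Log2 odds ratio (y axis) of a consensus sequence in gained against lost regions for the 7 planned sequences (x axis) in 5 strains (colours), with SE bars that cover counting of regions. STAT6 lay above 0 in 4 strains and at -0.12 in C57.

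In regions open after 24 h in only 1 of the Egr2 genotypes, the planned EGR sequence was found in 0.70% of 7288 Egr2flfl-only and 0.90% of 15029 LyzMCreEgr2flfl-only regions (log2 odds ratio -0.36, SE 0.24, Fisher's exact test, adjusted p = 0.19). The looser sequence was found in 2.09% and 0.85% (log2 odds ratio 1.32, SE 0.17, Fisher's exact test, p = 5.3e-14). The result for EGR thus had opposite signs under the planned and the added sequence, and in these lists only the added one passed the threshold. Under 3 alternatives the planned one passed it too, with a negative sign. These were an IDR at or below 0.01 (-0.61), equal lengths (-0.68) and comparison with shared regions (-0.99). Within GC deciles it was 0.40, without a test. C/EBP was higher in Egr2flfl-only regions (log2 odds ratio 1.04, Fisher's exact test, adjusted p = 1.3e-66) and AP-1 also (0.39, adjusted p = 1.7e-10), whereas PU.1 was lower (-0.51, adjusted p = 5.6e-12). The control CTCF was as much lower (-0.52, SE 0.11, Fisher's exact test, adjusted p = 9.0e-07), which limits what any single sequence shows here too. STAT6 did not pass the threshold (0.041, Fisher's exact test, adjusted p = 0.63), but did with the opposite sign at an IDR at or below 0.01 (-0.23, adjusted p = 0.025).

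Location relative to promoters, taken as 1 kb around transcription starts, differed in direction between strains. In C57, 25.9% of gained and 14.2% of lost regions were at promoters (log2 odds ratio 1.07, SE 0.043, Fisher's exact test, adjusted p = 8.9e-136). In BALB the shares were 14.2% and 26.1% (-1.09, SE 0.057, Fisher's exact test, adjusted p = 1.6e-79). PWK and SPRET gave -0.48 and -0.40, and NOD 0.034 (Fisher's exact test, adjusted p = 0.52). The mean was -0.17 (SD 0.80, n = 5, exact sign-flip p = 0.69).

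Among the study's example genes, Slc7a2 (chromosome 8, 40862396 to 40922308, GRCm38) had the most regions. The SPRET list had 5 regions within 20 kb at basal, 13 at 1 h, 20 at 6 h and 35 at 24 h, whereas C57 had 3 at basal, 11 at 1 h, 3 at 6 h and 5 at 24 h. The NOD and PWK 24 h lists had 5 and the BALB one 4. Arg1 (chromosome 10, 24915221 to 24927484) rose from 1 to 4 regions in BALB, from 3 to 4 in NOD, PWK and SPRET, and stayed at 5 in C57. Mmp12 (chromosome 9) rose from 2 to 8 regions in SPRET, from 3 to 6 in BALB and from 6 to 7 in NOD, fell from 5 to 4 in PWK and stayed at 5 in C57. Msx3 (chromosome 7) rose from 3 to 6 regions in BALB, fell from 6 to 3 in C57 and from 1 to 0 in SPRET, and in number stayed at 4 in NOD and 1 in PWK. These are net counts: NOD gained 3 and lost 3 regions, and PWK gained 1 and lost 1. The only basal region in PWK and in SPRET lay in Tubgcp2 and Zfp511 (140036217 to 140036824). The region gained in PWK lay 2869 bp from an Msx3 start. Cd36 (chromosome 5) fell from 6 regions to 1 in C57, rose from 5 to 7 in PWK and from 3 to 5 in SPRET, and stayed at 7 in BALB and 9 in NOD. Regions at Btbd11, Treml2 and Ripk2 changed by at most 3 in net number between basal and 24 h in any of the 5 strains. An unchanged count can hide turnover: at Treml2, C57 gained 3 and lost 3 regions.

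**Figure D5:**
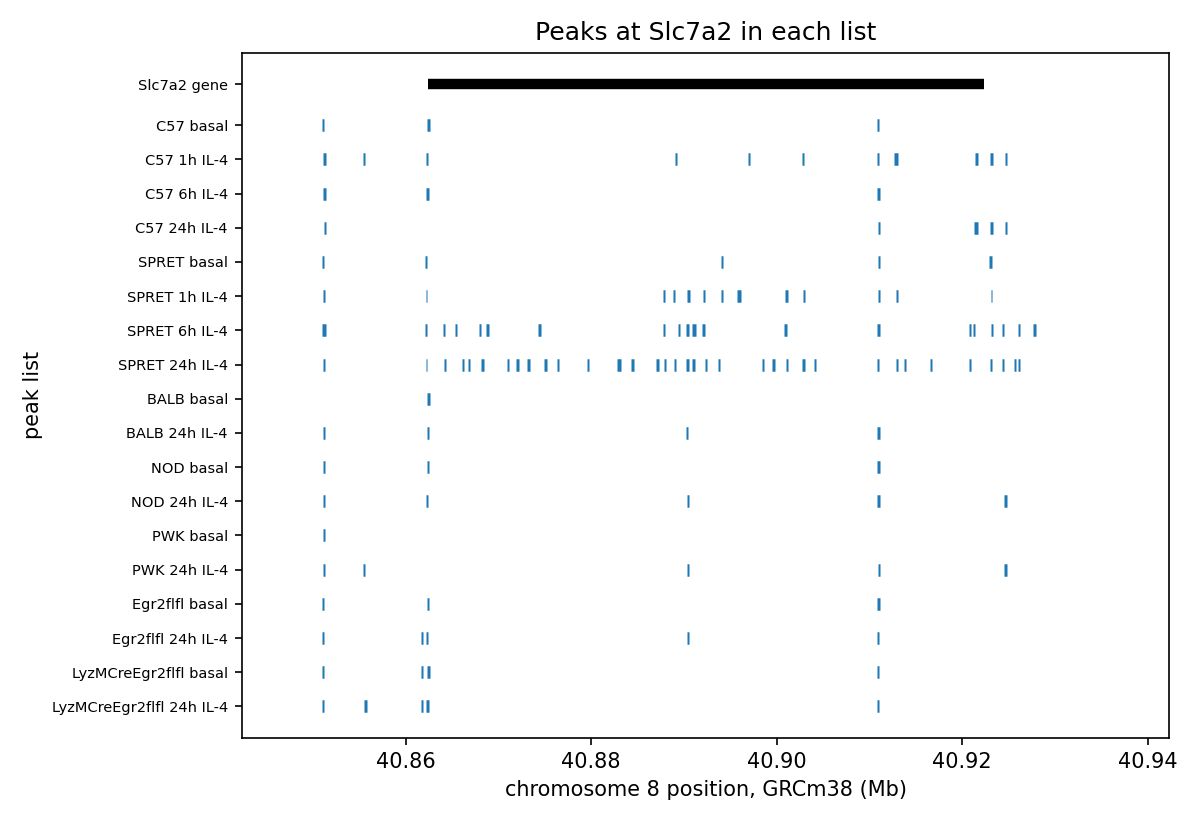
Peaks (bars) around Slc7a2 in each of the 18 lists (y axis) along chromosome 8 in Mb (x axis), with the gene in black. SPRET lists went from 5 regions at basal to 35 after 24 h, spread over the gene body.

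The best-ranked region gained in all 5 strains lay in an intron of Mettl9, 591 bp from the transcription start of Igsf6 (chromosome 7, 121074957 to 121075370), with a mean percentile of 73.7 at 24 h. It was present in C57 at 1 h and 6 h too. The next lay in an intron of Anks1 (chromosome 17, 27968010 to 27968374), followed by intergenic regions on chromosome 9 (107307787 to 107308247), chromosome 17 (73036842 to 73037291) and chromosome 2 (158178657 to 158179029). Those at Anks1 and on chromosome 2 were in the Egr2flfl 24 h list and in neither LyzMCreEgr2flfl list. Of the 54 regions, 34 were in the Egr2flfl and 25 in the LyzMCreEgr2flfl 24 h list.

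Among regions lost in all 5 strains, the best-ranked lay in a UTR of Rara, 58 bp from a transcription start (chromosome 11, 98960146 to 98960794), with a mean basal percentile of 49.2. The others were in an intron of Pigl (chromosome 11, 62470529 to 62470817), in intergenic sequence 4368 bp from the start of Smg9 (chromosome 7, 24395061 to 24395441), in intergenic sequence on chromosome 17 (48118624 to 48118989), and 52 bp from a start of Slc2a9 (chromosome 5, 38503051 to 38503339). The Rara region was absent from both Egr2flfl lists and present in both LyzMCreEgr2flfl lists.

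Gained regions shared by C57 and Egr2flfl and absent from the LyzMCreEgr2flfl lists numbered 520. The 5 with the best rank were near the starts of Bhlhe40 (chromosome 6, 108659916 to 108660183, mean percentile 92.6), Izumo4 (chromosome 10, 80702515 to 80702804, in a UTR), 9430038I01Rik (chromosome 7, 137410372 to 137410871, in an intron), Ensa (chromosome 3, 95625160 to 95625423, in an intron) and in an intron of Chd5 (chromosome 4, 152354233 to 152354565). The Izumo4 region was open in the SPRET basal list, the 9430038I01Rik region in the NOD basal list and the Ensa region in the SPRET and BALB basal lists.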

Values the study reported

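The study reported that, of 693 genes induced more than 2-fold by IL-4 in at least one strain, 26 were induced in all strains. In C57 cells after 24 h it reported 1093 regions with increased and 441 with decreased histone acetylation. It reported that about 40% of IL-4-induced enhancers had lower activity without Egr2. Those enhancers were defined by gains of histone acetylation and RNA polymerase II, not by presence of a peak. It also described less open chromatin under IL-4 when Egr2 was deleted. The EGR2 sequence was its most enriched one in EGR2-dependent against EGR2-independent enhancers, a different comparison from those made here.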

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

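The tests of the mislabelled list, list lengths, sequence composition of the C57 regions and peak threshold were chosen after the results were seen. Those of GC content in the direction comparison and of male cells were written down beforehand.

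C57 stood apart from the other strains in 3 of 16 measures compared over the 5 strains, where chance alone would give about 1 in 20. The STAT6 log2 odds ratio of gained against lost regions was -0.12, the C/EBP one was -1.59, and the mean GC content of regions in the 24 h list was 56.6%. C57 gained regions had a mean GC content of 57.7% and lost ones 48.0%, a larger difference than in the other strains. A shift in GC content between the C57 lists is a candidate explanation for the STAT6 and AP-1 values, since within GC deciles STAT6 became 0.68 and AP-1 0.77, both of the sign seen in the other 4 strains. C/EBP moved from -1.59 to -0.62, so most of it went with GC content while its sign stayed. C57 also had weaker agreement of direction with other strains, with a mean log2 odds ratio of 1.06 over its 4 pairs against 2.06 over the 6 pairs without it. Within GC deciles these means were 1.51 and 2.05, so the gap narrowed from 1.00 to 0.54 and did not close. The 4 pairs are too few and too spread to say whether GC content is the whole cause. At equal lengths the C57 mean was 1.24 and the gap widened to 1.47, which argues against list length as the cause. The closest list to the C57 24 h list was C57 at 6 h (Jaccard index 0.616), which argues against a mix-up with another strain. The C57 6 h list also had a higher mean GC content (55.4%) and promoter share (31.3%) than the basal (53.3%, 27.2%) and 1 h (53.2%, 26.7%) lists, so the shift was not confined to the 24 h list. The 6 h and 24 h lists were also the shorter ones, with 45542 and 46951 peaks against 56229 at basal. A GC bias shared by the libraries of those times and a real shift of C57 chromatin towards GC-rich regions after IL-4 both remain open, since each group has 1 list.

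The number of peaks moved in opposite directions, with log2 changes of -0.26 in C57 and -0.25 in NOD against 0.20 in BALB and 0.11 in SPRET. The difference was not tested, since each strain has 1 pair of lists. All 4 signs stayed at an IDR at or below 0.01, which argues against the threshold as the cause. Sequencing depth is unknown and remains open, as does a difference between strains.

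Gained regions were richer in promoters than lost ones in C57 (log2 odds ratio 1.07) and poorer in BALB (-1.09). The difference between strains was not tested across mice. At equal list lengths BALB stayed at -0.80 with C57 above 0, which argues against list length. The GC shift of C57 and a strain difference remain open.

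Peaks on chromosome Y appeared in 7 lists although the study used female mice, with 6 in each LyzMCreEgr2flfl list. No list had a peak at the promoters of Ddx3y, Kdm5d, Uty or Eif2s3y (0 of 4), which argues against mostly male cells. A peak at the promoter of Xist, which is expressed from an X chromosome in female cells, was in 8 of the 18 lists and in neither NOD list, where 5 and 4 of the Y peaks were found. It was also missing from SPRET lists without Y peaks, so its absence does not mark lists with Y peaks. A small share of male cells remains open. Of the 13 regions, 12 lay between 90740254 and 90812940 and 1 at 42512401, and the cause of the cluster was not tested. Reads from similar sequence on other chromosomes remain open and were not tested, and no biological explanation was tested.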

How the results depend on the processing

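The looser EGR sequence was the only alternative added after seeing the data. No paired analysis was possible because each group has 1 list for all its replicates, and for the same reason no replicate was left out. Strains were left out instead. Equal lengths and overlap rules do not apply to the number of peaks. Sign-flip and flip tests over 5 or fewer strains cannot pass 0.05, so unchanged calls in them show nothing about stability. The sign-flip test of peak number over 7 pairs of lists can reach 0.0156 and gave 0.453 by the exact test. Read depth is unknown, so its effect was not examined.

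Strain structure, treatment structure and the mean agreement of direction kept their sign under every alternative run. The agreement of direction within C57 and SPRET alone was 0.38 and passed the threshold because it rests on a region test. The 24 h Egr2 comparison kept its sign and call, from 0.39 with regions gained at 6 h to 3.35 with the stricter set. That set was open at 24 h in at least 3 strains and gained in every strain that had it open then. At equal lengths the basal value (1.12) exceeded the 24 h value (0.83), the opposite order to that of the deposited lists. The basal value lost its call only with the stricter set of regions (0.59, Fisher's exact test, adjusted p = 0.074). Of the tested values that answer a comparison, 202 kept direction and call, 17 reversed, 4 passed a threshold they had not and 1 lost it. Of those without a test, 5 kept direction and 2 reversed. Of the counts, 20 stayed within 1.5 times and 5 moved further. The cause was not tested except where stated.

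EGR was the least stable result. Its mean over strains was -0.053 at an IDR at or below 0.01, -0.019 at equal lengths, -0.95 against retained regions and -0.027 within GC deciles. Between the Egr2 genotypes the planned sequence gave -0.61 at an IDR at or below 0.01, -0.68 at equal lengths and -0.99 against shared regions, each past the threshold, but 0.40 within GC deciles and 1.32 with the looser sequence. In BALB the value was 0.82 with the looser sequence and 0.25 within GC deciles, and in C57 -0.52 within GC deciles. EGR was -0.18 in PWK at an IDR at or below 0.01, and at equal lengths -0.30 in NOD and -0.076 in PWK. Against retained regions it was -0.39 in C57, -0.67 in NOD and -1.03 in PWK.

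Leaving out a strain gave means from -0.10 to 0.013 for peak number (above 0 without C57 or NOD), -0.38 to 0.38 for EGR (below 0 without C57), -0.33 to 0.15 for C/EBP (above 0 without C57) and -0.48 to 0.057 for promoters (above 0 without BALB).

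Between the genotypes STAT6 was -0.23 at an IDR at or below 0.01, where it passed the threshold (Fisher's exact test, adjusted p = 0.025), -0.13 at equal lengths, -0.0091 by centres within 500 bp and -0.082 within GC deciles. CTCF was 0.079 at equal lengths and 0.62 against shared regions, where AP-1 was -0.086. The CTCF mean over strains was 0.22 against retained regions, with 0.40 in BALB, 0.60 in PWK and 0.13 in SPRET.

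At equal lengths 88 regions were gained in all 5 strains, 784 qualified in C57 and Egr2flfl, and regions gained at all 3 times numbered 871 in C57 and 902 in SPRET. In SPRET the last was 322 at an IDR at or below 0.01.

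In single strains, C57 values crossed 0 for STAT6 (0.0090 at an IDR at or below 0.01, 0.12 against retained regions, 0.68 within GC deciles), AP-1 (0.025, 0.033 at equal lengths, 0.77 within GC deciles) and CTCF (-0.31 within GC deciles). PU.1 in BALB was -0.027 at equal lengths, -0.15 against retained regions and -0.076 within GC deciles, and C/EBP in SPRET -0.056 within GC deciles. PPAR in BALB was -0.052 at equal lengths, -0.035 by centres and -0.47 in 100 bp, and in SPRET -0.12 by overlap without merging and -0.088 by centres. The promoter value in NOD was -0.066 at an IDR at or below 0.01, -0.61 at equal lengths, -0.011 by centres and -0.040 at 2.5 kb. By overlap without merging it was 0.16. It passed the threshold in both directions by Fisher's exact test, below 0 at equal lengths (adjusted p = 3.7e-24) and above 0 by overlap without merging (adjusted p = 0.0015).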

Other observations

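The tests of sequence order, sample splits and SPRET list strength were written down before their results were seen. Those of the basal lists, the genotype comparison and Slc7a2 were chosen afterwards.

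The EGR result between the genotypes depends on which sequence is searched. The planned sequence gave -0.36 and did not pass the threshold, and the looser one, tried second, gave 1.32. With 2 versions tried, the second is a hypothesis. Sequences with the bases of the looser one reordered gave -0.90 and -0.36, which argues against base composition as the cause. In the basal lists the looser sequence gave 0.25 (SE 0.30), below the 24 h value. The planned sequence did the opposite, with 0.90 (SE 0.29) in the basal lists. Within GC deciles the planned sequence gave 0.40 at 24 h, so GC content may account for its negative sign. A form of the EGR site other than the planned one may mark regions open only with Egr2, but the sequence was picked on these lists and would need other peaks to test.

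IL-4 changes in Egr2flfl cells agreed in direction with 4 of 5 strains more than those in LyzMCreEgr2flfl cells did. The mean log2 odds ratio difference over all 5 strains was 0.99 (SD 0.77). C57 went the other way at -0.26. The exact two-sided sign-flip p was 0.125, and 0.0625 is the smallest possible, so the genotypes cannot be told apart by this test. The 5 comparisons share the genotype lists, and each genotype has 1 list per condition.

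Regions that separate all 5 basal from all 5 of the 24 h lists numbered 80. Among 100 splits of the 10 lists into 5 and 5, 19 separated as many, the real one included, but 15 of these 19 kept 2 whole strains on one side and so reflect strain. Among the 16 splits that part every strain, only the real one reached 80, and the median was 8.5. A share of 1 in 16 is the smallest that comparison allows.

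The SPRET 1 h list was the shortest and had 43.0% of its peaks at promoters. The same number of best peaks in the other SPRET lists had between 39.7% and 42.0%, so calling only the strongest peaks may account for that share. The 1 h gains and losses in SPRET are therefore not comparable with those of the other times.

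At Slc7a2 the SPRET lists went from 5 regions at basal to 35 at 24 h, with 31 gained, and only 4 of 21938 protein-coding genes gained as many in SPRET. A copy number difference of SPRET from the reference would be present before IL-4, and the basal list had 5 regions, which argues against it as the cause of the gain. With the 24 h list cut to the length of the basal one, 32 peaks remained there. That cut, from 44789 to 41454 peaks, was too small to decide on deeper sampling. The SPRET 1 h and 6 h lists were shorter (15731 and 27687 peaks) but had 13 and 20 regions there. This argues against list length as the cause, while read depth is unknown. The other strains had at most 5 regions at 24 h. A SPRET sequence variant that acts only with IL-4, and another strain difference in the response, remain open and were not tested.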
